# YAP1/TAZ Mediates Rumen Epithelial Cell Proliferation but Not Short-Chain Fatty Acid Metabolism In Vitro

**DOI:** 10.3390/ani14060922

**Published:** 2024-03-17

**Authors:** Bin Yang, Zebang Xu, Hongwei Chen, Tingting Ma, Yiming Zhao, Mengxin Pang, Jiakun Wang

**Keywords:** rumen epithelial cell, proliferation, YAP1/TAZ, GA-017, verteporfin, sodium butyrate

## Abstract

**Simple Summary:**

Rumen development is important to the health and performance of ruminants. The proteins YAP1 and TAZ are key regulators of the mammalian epithelium. However, it is unclear whether YAP1/TAZ mediates the development of rumen epithelium. Therefore, we assessed the effects of YAP1/TAZ on rumen epithelial cell proliferation. Sodium butyrate is a nutrient that can be used to promote rumen development. We also assessed whether sodium butyrate mediated rumen epithelial development through the activation of YAP1/TAZ. The results indicated that YAP1/TAZ activation could promote rumen epithelial cell proliferation but not short-chain fatty acid metabolism, and sodium butyrate did not function in a YAP1/TAZ-dependent manner.

**Abstract:**

Promoting rumen development is closely related to the health and efficient growth of ruminants. The transcriptional co-activators Yes1-associated protein (YAP1) and WW domain-containing transcription regulator protein 1 (TAZ) are key regulators of the mammalian epithelium. In the present study, we assessed the impact of YAP1/TAZ on rumen epithelial (RE) cell proliferation using their activator GA-017 (GA) and inhibitor verteporfin (VP). We also investigated whether YAP1/TAZ-dependent alteration was involved in the RE developmental process induced by sodium butyrate (SB). The results indicated that GA promoted RE cell proliferation, while VP disrupted RE cell proliferation. The Hippo, Wnt, and calcium signaling pathways were altered following the regulation of YAP1/TAZ. Upon YAP1/TAZ activation, the expression of *CCN1*/*2* increased. However, when YAP1/TAZ was inhibited, the expression of *BIRC3* decreased. In the SB-treated cells, YAP1/TAZ-induced changes were not observed. SB increased the expressions of differentiated cell marker genes and genes involved in short-chain fatty acid (SCFA) metabolism, while YAP1/TAZ did not. Thus, YAP1/TAZ could be potential targets for regulating RE cell proliferation but not for SCFA metabolism. SB could not affect YAP1/TAZ. These findings broaden our understanding of the role of YAP1/TAZ and their regulators in RE development.

## 1. Introduction

The global challenge of food security can undermine the world’s capacity to meet its current and future food needs [1]. As an important source of high-quality animal protein, promoting the health and efficient growth of ruminants will help to improve the sustainability of food systems. Rumen is a key digestive organ that constitutes more than 70% of the total volume of the digestive tract in ruminants [2]. Compared to the intestine or the stomach of monogastric animals, the rumen is a unique organ that is covered by a stratified squamous epithelium, including the stratum corneum, granulosum, spinosum, and basal layer [3]. The rumen epithelium (RE) plays a key role in the absorption and metabolism of short-chain fatty acids (SCFAs). In addition, the rumen is an efficient organ that provides the animal host with up to 70% of its daily energy in the form of ketone bodies (mainly β-hydroxybutyrate) [4]. In neonates, the rumen is underdeveloped, small in size, and essentially nonfunctional in terms of metabolic capacity [5]. Because rumen development is closely associated with slaughter performance and milk yield [6,7], promoting cell proliferation and stimulating the metabolic capacity of RE are vital for the health and efficient growth of ruminants.

The transcriptional co-activators Yes1-associated protein (YAP1) and WW domain-containing transcription regulator protein 1 (WWTR1, also known as TAZ) are fundamentally important regulators of stem cell proliferation, tissue regeneration, and tumor formation in mammalian epithelia [8,9,10]. The activation or overexpression of YAP1/TAZ is positively associated with the proliferative capacity of stratified squamous epithelium [10,11]. It is unclear whether YAP1/TAZ mediates RE cell proliferation.

GA-017 (GA) and verteporfin (VP) are identified as efficient activators and inhibitors for YAP1/TAZ, respectively. GA can activate YAP1/TAZ by inhibiting their phosphorylation and promoting their nuclear translocation [12]. VP disrupts YAP1/TAZ-TEA domain transcription factor (TEAD)-mediated transcription and suppresses downstream gene expression [9]. GA and VP are commonly used to investigate the functions of YAP1/TAZ in various developmental processes or tumor progressions, such as the proliferation of ovarian cancer cells [12], the reprogramming of colonic epithelium [13], and the homeostasis and repair of skin epithelium [14]. In addition, VP has been successfully used to inhibit YAP1 activity in bovine preovulatory granulosa cells [15]. Thus, GA and VP could be proper tools for studying the function of YAP1/TAZ in RE cell proliferation.

Sodium butyrate (SB) has been certified to improve animal performance and rumen papillae growth at a morphological level [16] and ameliorate high-concentrate-diet-induced inflammation in the rumen [17]. At the gene expression level, SB infusion upregulated the mRNA expression of cyclins and genes involved in SCFA uptake and metabolism and downregulated the mRNA expression of apoptosis-related genes in RE to promote ruminal papillae growth and SCFA metabolic capacity [18]. It is unknown whether the YAP1/TAZ-dependent change is involved in the RE development induced by SB.

To fill these knowledge gaps, we aimed to assess the impact of YAP1/TAZ on RE proliferation. The transcriptomic expression was analyzed to investigate the potential regulatory networks. We also investigated whether the YAP1/TAZ-dependent change is involved in the SB-induced RE cell proliferation process. Our results will provide new insights for promoting rumen development and precise nutrition in growing ruminants.

## 2. Materials and Methods

### 2.1. Ethics Statement

The experimental protocols were approved by the Animal Care Committee of Zhejiang University (Hangzhou, China, ZJU17234), and our experimental procedures adhered to the guidelines for animal research of Zhejiang University.

### 2.2. Experimental Design

Two in vitro experiments were conducted in the current study. In Experiment 1, we investigated the effects of YAP1/TAZ on the transcriptomic expression of RE cells. The RE cells were treated with either GA (GA group) or VP (VP group) or left untreated (Con group) to assess gene expression. In Experiment 2, we investigated whether a YAP1/TAZ-dependent change was involved in the SB-induced RE developmental process. The RE cells were treated with SB (SB group) or left untreated (Con group) to assess gene expression. Cells were seeded in 6-well plates at a density of 2000 cells/100 µL. The cell experiment was conducted in triplicate wells. After the experiment, cells were harvested and stored at −80 °C for transcriptomic analysis.

### 2.3. Cell Culture

The primary RE cells used in the present study were previously isolated from the RE tissue of newborn Hu lambs by our research group. The isolation and culture methods were performed according to previous studies with some modifications [19,20]. In brief, the cut RE tissues (1 cm^2^) were washed with an ice-cold D-Hank’s balanced salt solution containing 500 U/mL penicillin, 500 μg/mL streptomycin, 100 μg/mL gentamycin, and 5 μg/mL amphotericin B several times until the solution was free of any contaminants. The tissue was digested with a 0.25% trypsin–EDTA solution (Solarbio, Beijing, China) at 37 °C for 30 min, and the resulting solution was then discarded. Afterward, the RE tissue was digested once more with a 0.25% trypsin–EDTA solution for 1.5 to 2 h. Every 10 min, the digestion solution was collected and replaced with a fresh solution. The collected solution was centrifuged at 300× *g* for 5 min at 4 °C to collect cell pellets. Cells were cultured in DMEM containing 2% FBS, 50 U/mL penicillin, 50 μg/mL streptomycin, and 1% mixed additive (including 25 ng/mL epidermal growth factor, 100 ng/mL hydrocortisone, 10 μg/mL insulin, 5 μg/mL transferrin, 87 ng/mL cholera toxin, and 1.3 × 10^–2^ ng/mL triiodothyronine) and incubated at 37 °C with 5% CO_2_.

### 2.4. Optimal Treatment Condition Selection for GA, VP, and SB

The GA and VP were diluted with DMSO to different concentrations (0, 1, 2.5, 5, 10, and 20 µM for GA and 0, 0.5, 1, 2.5, and 5 µM for VP). The final concentration of DMSO was less than 1‰ (*v*/*v*) in the treatment solution. The SB was diluted with ddH_2_O to concentrations of 0, 0.25, 0.5, 1, 2.5, 5, 10, 25, and 50 µM. RE cells were cultured with various concentrations of GA, VP, or SB for 4, 8, 12, 24, and 48 h to determine the optimal concentration and culture duration for each solution based on cell viability.

### 2.5. Cell Viability Assay

Cell Counting Kit-8 (Beyotime, Shanghai, China) was used to measure the viability of RE cells following the manufacturer’s instructions. The cells were counted in duplicate wells. An automated microplate reader (Thermo Scientific, USA) was used to measure the absorbance at 450 nm. The cell viability was calculated using the formula (OD_treatment_ − OD_blank_)/(OD_control_ − OD_blank_) × 100%, where OD represents optical density.

### 2.6. RNA Extraction, Sequencing, and Raw Data Processing

Total RNA was extracted from RE cells using a total RNA extraction kit (Aidllab, Beijing, China) following the manufacturer’s instructions. A Nanodrop 2000 spectrophotometer (Thermo Scientific, Wilmington, DE, USA) was used to measure the concentration and purity of the extracted RNA. The RNA Nano 6000 Assay Kit and Bioanalyzer 2100 system (Agilent Technologies, Santa Clara, CA, USA) were used to measure RNA integrity. The integrity of the RNA samples used in the present study was greater than 8.5. A total of 3 μg of RNA per sample was used to generate a cDNA library using the NEBNext UltraTM RNA Library Prep Kit for Illumina^®^ (NEB, Beverly, MA, USA) following the manufacturer’s instructions. The library fragments were then purified and amplified. The Agilent Bioanalyzer 2100 system was used to evaluate the quality of the library. The libraries were then sequenced on an Illumina HiSeq 4000 to generate 150 bp paired-end reads by Novogene Bioinformatics Technology Co., Ltd. (Tianjin, China).

Quality control was performed on the raw data by removing reads containing adapters or poly-N as well as low-quality reads using CASAVA (version 1.8, Illumina, San Diego, CA, USA). The clean data were mapped to the sheep genome (Oar_rambouillet_v1.0) using HISAT2 (version 2.2.1) [21].

### 2.7. Gene Expression Analysis

Fragments per kilobase of exon model per million mapped fragments (FPKM) were calculated to represent the mRNA expression levels. Genes with FPKM ≥ 1 in all three samples of one group were considered to be expressed genes and were subjected to downstream analysis. To generate a relationship between expressed genes and cell viability, we conducted weighted correlation network analysis (WGCNA) using R software [22]. The differentially expressed gene (DEG) analysis between the treatment group and Con was conducted using DESeq2 [23] in R software (v3.6.3). Genes with a false discovery rate (*FDR*) < 0.05 and a |log_2_fold change| > 1 were considered DEGs.

### 2.8. Quantitative PCR (qPCR) Analysis

A ReverTra Ace qPCR RT Kit (Toyobo, Osaka, Japan) was used to perform the reverse transcription. For each reaction, 1 μg of total RNA was used in 20 μL of the total reaction volume according to the manufacturer’s instructions. Primers used in the present study were designed using the Primer-BLAST tool in the Basic Local Alignment Search Tool (BLAST) of the National Center for Biotechnology Information (NCBI) (Table S1). The amplification products were sequenced and searched using BLAST to validate the specificity of these primers. The qPCR was performed with a 20 μL reaction volume using FastStart Universal SYBR Green Master (Roche, Basel, Switzerland) on the ABI 7500 Real-Time PCR system (Applied Biosystems Inc., Foster City, CA, USA). The relative mRNA expression levels were normalized to the expression of *GAPDH* [24] using 2^−(Ct of target genes−Ct of *GAPDH*)^.

### 2.9. Function Enrichment Analysis

Genes were enriched for Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) using the “clusterProfiler” package in R [25]. In the GO enrichment analysis, only “Biological Process” GO terms were considered. The GO term and KEGG pathway were considered significant with a *p*-value < 0.05 and a gene count > 2.

### 2.10. Statistical Analysis

A one-way ANOVA was used to analyze the concentration effect of GA, VP, and SB using IBM SPSS Statistics 25 software (IBM Corp., Armonk, NY, USA). Dunnett’s test was conducted to compare the means of different concentration groups against the mean of the Con group. Significance was defined as *p* < 0.05.

## 3. Results

### 3.1. Optimal Treatment Conditions for GA and VP on the Viability of RE Cells

To determine the optimal concentration and incubation time of YAP1/TAZ activator GA and inhibitor VP, we studied the effects of varying GA and VP concentrations on the viability of RE cells at different incubation times. Compared to Con, cell viability significantly increased when treated with 10 and 20 μM GA for 12 h; 1, 2.5, 5, 10, and 20 μM GA for 24 h; and 5, 10, and 20 μM GA for 48 h (*p* < 0.05, Figure 1A). The highest cell viability was observed when cells were treated with 10 and 20 μM GA (Figure 1A). The cell viability was not affected when treated with different concentrations of GA for 4 or 8 h (*p* > 0.05, Figure 1A). On the other hand, cell viability significantly decreased when treated with 2.5 and 5 μM VP for 24 or 48 h, compared to Con (*p* < 0.05, Figure 1B). No significant effect of VP was observed when cells were incubated for 4, 8, or 12 h (*p* > 0.05, Figure 1B). Thus, 10 μM GA and 5 μM VP with an incubation time of 24 h were chosen for Experiment 1.

### 3.2. Transcriptomic Profiles of RE Cells Treated with GA and VP

In Experiment 1, after filtering out the low-quality reads, 378.81 million high-quality reads were obtained across 9 samples, with an average of 42.09 ± 1.12 (mean ± SD) million reads per sample (Table S2). 

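RNA was sequenced from primary RE cells of newborn Hu lambs in 3 wells of the GA group (10 μM for 24 h), 3 wells of the VP group (5 μM for 24 h) and 3 untreated wells (Con), so the replicates were wells of cultured cells and the spread between them does not include differences between animals. GA-017 is a small molecule that the paper uses to activate YAP1/TAZ, and verteporfin is one that disrupts the transcription they drive together with TEAD proteins. Both were diluted in DMSO, and the paper's text does not state whether the Con wells received DMSO. Effects of DMSO are therefore not separated here from those of GA and VP. The authors removed low-quality reads, mapped the clean reads to the sheep genome with HISAT2, and deposited the raw count of each library on 25962 genes, without normalization. The counts of a library summed to between 14458606 and 15576179 in Con (median 15358589), between 15074302 and 15469058 in GA (median 15430030), and between 14861503 and 15814380 in VP (median 15400463). The highest total was 1.09 times the lowest, so the depth was nearly even. Set against the clean reads that Table S2 reports for each library, the totals were 35.9% ± 0.24 in Con, 36.1% ± 0.099 in GA and 36.9% ± 0.218 in VP (SD, n = 3). The reads were paired-end, and whether Table S2 counts single reads or pairs was not settled. These percentages therefore do not give the share of sequenced fragments that was counted on genes. All values given here rest on these counts and not on the clean reads. At least 1 count was present in any library for 15872 genes. The 10 most abundant genes took 10.7% ± 0.121 of the counts in Con, 10.5% ± 0.12 in GA and 12.4% ± 0.148 in VP (SD, n = 3). The count profiles of any pair of wells of the same group differed by more than sampling noise (chi-square over its degrees of freedom between 2.89 and 14.6), so each library was treated as a separate sample. Genes with at least 1 CPM (counts scaled to the library total) in all 3 libraries of at least one group were tested with edgeR's quasi-likelihood test after TMM normalization, each treatment against Con with only those 6 libraries, and the DEG thresholds of the study (FDR < 0.05 and |log2 fold change| > 1) were kept. The filter on low counts, the normalization, the fold change threshold and the FDR threshold are among the choices that could change the numbers of DEGs. The table lists genes by Ensembl identifier, and the files do not pair these identifiers with gene symbols, so the values are given for the whole transcriptome and for a few identifiers.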

Over 85.02% of the clean reads for each sample were mapped to the reference genome. 

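At 1 CPM or more in all 3 libraries of a group, 11163 genes were expressed in Con, 10916 in GA and 10815 in VP. In at least one group, 11403 genes passed, and 99.9% of all counts fell on them. The study applied its rule to FPKM, which needs gene lengths, and the same rule was applied here to CPM. The minimum moved this number most, since 11937 genes passed at 0.5 CPM and 10752 at 2 CPM.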

In total, 13,390 genes were identified as expressed genes and were subjected to downstream analysis.

The expressed genes were clustered into 10 gene modules using WGCNA. Among them, Module 1 (M1) contained the highest number of genes, followed by M2, M3, and M4 (Figure 2A). To determine the relationship between gene modules and cell viability, we correlated gene modules with cell viability. M1 and M8 showed a positive correlation with cell viability, while M3, M4, and M7 exhibited a negative correlation with cell viability (*p* < 0.05, Figure 2B). 

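Module membership and the viability of each well were not analysed here. The counts show how many genes followed the order of viability in Fig. 1, where GA raised it and VP lowered it. In 545 of the 11403 genes, every VP library lay below every Con library and every Con library below every GA library in TMM-normalized CPM, and in 558 genes the order was the reverse. These 1103 genes were 9.67% of those tested. If the 9 libraries were exchangeable, 6.8 genes would be expected in each direction. Other orders were also frequent, since 660 genes had all GA libraries between those of Con and VP, and 486 genes had all VP libraries between those of Con and GA. Among the genes that followed viability, 198 of the rising and 88 of the falling ones were DEGs in GA or VP. Among the settings that kept all libraries, the rising genes moved most without the filter on low counts, to 570, and the falling genes moved most with DESeq2-type size factors, to 563.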

GO enrichment analysis showed genes within M1 were enriched for functions such as regulation of organelle organization, the transforming growth factor (TGF) β signaling pathway, and the cellular catalysis process (Figure 2C). Genes within M3 were enriched for functions related to cell cycle, phosphorylation, and cellular response to cytokine stimulus (Figure 2C). Genes within M4 were enriched for functions related to cell migration, cell motility, and the metabolism process (Figure 2C). No GO term was enriched by M7 and M8. The KEGG pathway enrichment showed the M1 genes were enriched for focal adhesion, protein processing, cell cycle, and a variety of signaling pathways such as Wnt and PI3K-Akt signaling pathways (Figure 2D). The M3 and M4 genes were enriched for some similar pathways as M1, and additional pathways were also enriched by the M3 and M4 genes. For example, the M3 genes were enriched for the Toll-like receptor signaling pathway and the biosynthesis of cofactors and amino acids, while the M4 genes were enriched for signaling pathways regulating pluripotency of stem cells, apoptosis, and the Hippo signaling pathway (Figure 2D). The M7 genes were enriched for the mTOR signaling pathway, while the M8 genes were enriched for tight junction (Figure 2D).

### 3.3. DEGs in RE Cells Treated with GA and VP

Although the RE cells in the Con, GA, and VP groups shared most of their expressed genes (Figure 3A), the transcriptomic profiles of these three groups were different from each other (Figure 3B). 

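All 3 groups expressed 10477 genes, or 91.9% of the genes expressed in any group. A further 192 genes passed the CPM minimum only in Con, 128 only in GA and 69 only in VP, while 268 passed in Con and GA, 226 in Con and VP, and 43 in GA and VP. In a principal component analysis of log2 CPM of the expressed genes, the first component held 54.8% of the variance and the second 27.3%. On the first component, the GA libraries lay between -46.6 and -35.2, the Con libraries between -12.9 and -3.4, and the VP libraries between 38.4 and 51.1. The second component set Con, between 30.8 and 39.3, apart from GA, between -26.3 and -14.9, and VP, between -16.1 and -5.8. The share of the first component was 71.6% with DESeq2's variance-stabilized values of the 500 most variable genes, the setting that moved it most. The mean distance between libraries of the same group was 33.2 in Con, 38.0 in GA and 38.8 in VP, in units of log2 CPM over all expressed genes. Between groups, it was 71.6 from Con to GA, 76.7 from Con to VP and 91.6 from GA to VP. The groups accounted for 80.4% of the variance, and of the 280 ways to divide 9 libraries into 3 groups of 3, only the real one gave so high a share (exact permutation test on pseudo-F = 12.3, p = 0.0036, the smallest p that this design allows). From the genes shared in Fig. 3A and the separation in Fig. 3B, the paper concludes that the groups had different transcriptomic profiles although they shared most expressed genes.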

In the GA group, 259 genes were upregulated and 732 genes were downregulated compared to Con (Figure 3C). These DE genes were enriched for GO terms such as organ development, cell apoptosis, and migration as well as KEGG pathways such as Hippo, calcium, Wnt, and Rap1 signaling pathways (Figure 3D, Tables S3 and S4). 

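Between GA and Con, 1959 of the tested genes were higher and 2195 were lower in GA at FDR < 0.05. With the fold change threshold added, 231 genes were upregulated and 648 were downregulated, so 26.3% of the 879 DEGs rose. Dropping that threshold was the alternative that moved these numbers most. The median log2 fold change was 1.33 among the upregulated and -1.49 among the downregulated genes. More than 4-fold changes were found for 46 upregulated and 175 downregulated genes. The wells of the groups carry the same replicate numbers, and the deviations of same-numbered wells from their group means correlated with a mean r of -0.13 between Con and GA. With the replicate number as a block, 226 genes were upregulated and 641 downregulated, of which 222 and 634 were also DEGs without the block. With each of the 6 libraries left out in turn, between 212 and 248 genes were upregulated and between 623 and 692 downregulated. The identifier ENSOARG00020023000 rose from 0.283 ± 0.095 CPM in Con to 5.88 ± 2.15 CPM in GA (SD, n = 3). Its log2 fold change was 4.33 (SE 0.41, FDR = 2.2e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it stayed between 4.01 and 4.61 with each library left out. The identifier ENSOARG00020006419 had 59, 71 and 54 counts in Con and 0 counts in each GA library (FDR = 1.51e-06 from the same edgeR test). Against a floor of 3 counts, it was at least 20.4-fold lower in GA.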

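Between VP and Con, 2746 genes were higher and 3318 were lower in VP at FDR < 0.05, on a scale that TMM centres so that the median log2 fold change of all tested genes was -0.04. With the threshold, 37 genes were upregulated and 1172 were downregulated, and 3.1% of the 1209 DEGs rose. More than 4-fold changes were found for 2 upregulated and 211 downregulated genes, and the median log2 fold change was 1.19 among the upregulated and -1.41 among the downregulated genes.

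**Figure D1:**
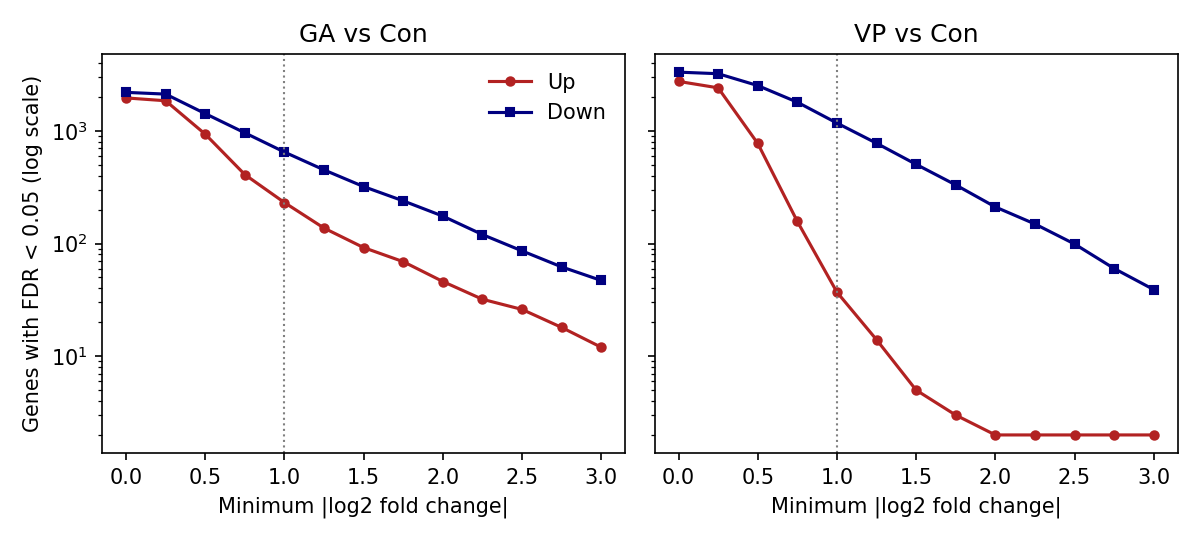
Number of genes with FDR < 0.05 (vertical axis, log scale) that rose (Up, circles) or fell (Down, squares) by at least the log2 fold change on the horizontal axis, for GA against Con (left) and VP against Con (right), with 3 libraries per group. The dotted line marks the threshold of 1, at which 231 genes were up and 648 down in GA, and 37 up and 1172 down in VP.

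The median log2 fold change in VP was -0.30 in the 2851 genes with the lowest expression and 0.17 in the 2851 with the highest, where 3 genes were upregulated and 154 downregulated. After cyclic loess normalization, which removes a trend over expression, limma-trend gave 160 upregulated and 855 downregulated genes, so 15.8% of the DEGs rose in place of 3.1%. Same-numbered wells of Con and VP deviated from their groups with a mean r of 0.21. With the replicate number as a block, there were 40 upregulated and 1201 downregulated genes, which included 37 and 1165 of those found without it. The percentage of GC in the reads that Table S2 reports was 54.4 ± 0.531 in Con and 55.5 ± 0.455 in VP (SD, n = 3). With this percentage as a covariate in the fit of these 6 libraries, which was added after the values were seen, 37 genes were upregulated and 801 downregulated, and of these 7 and 681 were DEGs without it. Leaving out each of the 6 libraries gave between 37 and 63 upregulated and between 1052 and 1324 downregulated genes. The identifier ENSOARG00020022948 had 0 counts in every Con library and 42, 51 and 61 counts in the VP libraries (FDR = 3.81e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), at least 17.2-fold higher against a floor of 3 counts. Its counts in the 3 GA wells were 0, 76 and 47, so it was present in some wells of a group and absent from another. The identifier ENSOARG00020019093 fell from 102 ± 77.6 CPM in Con to 2.29 ± 2.51 CPM in VP (SD, n = 3), with a log2 fold change of -5.51 (SE 0.73, FDR = 9.15e-06 from the same edgeR test). It had 1911, 0 and 0 counts in the GA wells, and with the GC percentage as a covariate its log2 fold change was -3.44 in the fit of these 6 libraries (FDR = 2.1e-05 from the same edgeR test) and -1.80 in the fit of all 9 (FDR = 0.137 from the same edgeR test). The 2 treatments shared 124 downregulated DEGs where 66.6 would be expected (odds ratio 2.19, Fisher's exact test, two-sided, p = 3.24e-12), although the same Con libraries enter both comparisons and genes are not independent. They also shared 7 upregulated DEGs where 0.75 would be expected (odds ratio 11.6, Fisher's exact test, two-sided, p = 7.84e-06). The number of shared upregulated DEGs ranged from 5 to 19 with 1 library left out in turn. In opposite directions, 30 genes were upregulated in GA and downregulated in VP, where 23.7 would be expected (odds ratio 1.31, Fisher's exact test, two-sided, p = 0.188), and 0 were downregulated in GA and upregulated in VP, where 2.1 would be expected (Fisher's exact test, two-sided, p = 0.271). All these expected numbers treat the tested genes as equally likely to be called. However, the 2851 genes with the lowest expression in each comparison held 376 of 648 downregulated DEGs in GA and 493 of 1172 in VP. The expected numbers may therefore be too low.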

In the VP group, 53 genes were upregulated and 1127 genes were downregulated compared to Con (Figure 3C). GO terms such as cellular development, cell differentiation, adhesion, and migration as well as KEGG pathways such as the PI3K-Akt signaling pathway, ECM–receptor interaction, and focal adhesion were enriched by the downregulated genes (Figure 3D and Table S5). No GO term or KEGG pathway was enriched by the upregulated genes of the VP group.

To validate the results of RNA-seq, the expressions of *YAP1*; the upstream regulators of *YAP1*, such as large tumor suppressor kinase 1 and 2 (*LATS1*/*2*) and MOB kinase activator 1A (*MOB1A*); and the downstream TEADs were selected for qPCR analysis. Most of them showed similar changes when compared to Con (Figure S1A). The significant correlation (cor = 0.47, *p*-value < 0.0001) between the results of RNA-seq and qPCR suggested the RNA-seq data were reliable (Figure S1B).

### 3.4. Selected Genes and Pathways Related to RE Cell Viability

Compared to Con, among the genes regulated by GA as previously reported [12], angiomotin-like 2 (*AMOTL2*), angiomotin (*AMOT*), *TEAD4*, *LATS2*, and WW and C2 domain containing 1 (*WWC1*) were upregulated in the GA group (Figure 4A). Among the YAP1/TAZ-TEAD target genes [26], cysteine-rich transmembrane BMP regulator 1 (*CRIM1*), TGF β2 (*TGFB2*), tenascin C (*TNC*), cadherin 11 (*CDH11*), and epidermal growth factor receptor (*EGFR*) were downregulated in the VP group compared to Con (Figure 4B).

Both the cell viability-related modules and GA-regulated DEGs were enriched for the Hippo and Wnt signaling pathways as well as leukocyte transendothelial migration (Figure 2D and Figure 3D). In the Hippo signaling pathway, *WWC1*, WT1 interacting protein (*WTIP*), *LAST2*, *TEAD3*/*4*, lymphoid enhancer binding factor 1 (*LEF1*), Wnt family members 2B and 7A (*WNT2B*/*7A*), frizzled class receptor 9 (*FZD9*), and cellular communication network factors 1 and 2 (*CCN1*/*2*) were upregulated, and the protein phosphatase 2 regulatory subunit B gamma (*PPP2R2C*) was downregulated in the GA group compared to Con (Figure 4C,D). The downstream genes of the Hippo signaling pathway, such as NKD inhibitor of WNT signaling pathway 2 (*NKD2*), MYC proto-oncogene (*MYC*), cyclin D1 and D2 (*CCND1*/*2*), and baculoviral IAP repeat-containing 5 (*BIRC5*), were numerically increased in the GA group compared to Con (Figure S2A). In the Wnt signaling pathway, genes such as *WNT5A*/*5B*/6/*7B*/*10A*, *FZD2*/*10*, and others were downregulated in the GA group compared to Con (Figure S2B,C). In the leukocyte transendothelial migration, the vav guanine nucleotide exchange factor 3 (*VAV3*), claudin 4 (*CLDN4*), protein tyrosine kinase 2 β (*PTK2B*), Ras association domain family member 5 (*RASSF5*), matrix metallopeptidase 9 (*MMP9*), mitogen-activated protein kinase 11 (*MAPK11*), C-X-C motif chemokine receptor 4 (*CXCR4*), platelet and endothelial cell adhesion molecule 1 (*PECAM1*), and neutrophil cytosolic factor 2 (*NCF2*) were downregulated in the GA group compared to Con (Figure 4E). In addition, the DEGs of the GA group were enriched for the calcium signaling pathway (Figure 3D). The enriched genes, such as calcium voltage-gated channel subunit alpha1 G and H (*CACNA1G*/*H*) and ORAI calcium release-activated calcium modulator 2 (*ORAI2*), were downregulated in the GA group compared to Con (Figure 4F and Figure S1D). Although the DEGs of the VP group were not enriched for the Hippo, Wnt, and calcium signaling pathways, *BIRC3* belonging to the Hippo signaling pathway was downregulated (Figure 4C).

### 3.5. DEGs in RE Cells Treated with SB

Compared to Con, the cell viability was significantly increased in the RE cells treated with 1 μM or more SB for 24 h (Figure S3). Thus, 1 μM SB and a 24 h incubation time were selected for Experiment 2. In Experiment 2, after filtering out the low-quality reads, 283.92 million high-quality reads were obtained across six samples, with an average of 47.32 ± 1.85 (mean ± SD) million reads per sample (Table S2). The mapping rate of clean reads to the reference genome was 84.88%. Compared to Con, 439 genes were upregulated and 229 genes were downregulated in the SB group (Figure 5A). These genes were enriched for functions related to epithelial development (Figure 5B and Figure S4).

### 3.6. Divergence of Gene Expression in Cells Treated with GA and SB

To investigate whether YAP1/TAZ was involved in SB-induced RE cell proliferation, we focused on the genes that changed in Experiment 1 (Figure 5C and Figure S5). Within the Hippo and Wnt signaling pathways, *WNT7A*, *CCN1*/*2*, and *LEF1*, which were upregulated in the GA-treated cells, were downregulated in the SB group compared to Con (Figure 5C). *BIRC3*, which was downregulated in the VP-treated cells, was also downregulated in the SB group compared to Con (Figure 5C). *CCN4*, which was not altered by GA, was downregulated in the SB group (Figure 5C). Other genes involved in the Hippo and Wnt signaling pathways, as well as genes involved in the calcium signaling pathway, remained unchanged in SB-treated cells (Figure 6C and Figure S5).

Then, we focused on the genes related to epithelial development that exhibited changes in Experiment 2 (Figure 6A,B). Figure 6A shows the upregulated genes in SB-treated cells that were enriched for epithelial development, proliferation, and differentiation. However, most of these genes were downregulated in GA-treated cells, such as transglutaminase 3 (*TGM3*), involucrin (*IVL*), serine peptidase inhibitor Kazal type 5 (*SPINK5*), and others. Only keratin 4 (*KRT4*) showed a similar change in cells treated with GA to that in cells treated with SB. Figure 6B shows the downregulated genes in SB-treated cells that were enriched for epithelial cell apoptotic processes, cell adhesion, response to calcium ions, and the MAPK cascade. Among them, genes such as endothelin 1 (*EDN1*), *WNT7A*, and *CCN1*/*2* were upregulated in GA-treated cells. Only protein tyrosine phosphatase receptor type C (*PTPRC*) and potassium calcium-activated channel subfamily M regulatory beta subunit 1 (*KCNMB1*) showed similar changes in cells treated with GA to those in cells treated with SB compared to Con.

The expressions of cell marker genes and genes related to SCFA metabolism are presented in Figure 6C,D, respectively. For the basal cell markers, *KRT19* [27] and delta-like non-canonical Notch ligand 2 (*DLK2*) [28] remained unchanged in SB-treated cells, while they were upregulated in GA-treated cells. For the spinous and granular cell markers [27,29,30], all of them were upregulated in SB-treated cells, while S100 calcium binding protein A8 (*S100A8*), *CLDN4*, *IVL*, and *TGM3* were downregulated in GA-treated cells. Among the genes related to SCFA metabolism, 3-hydroxy-3-methylglutaryl-CoA synthase 1 (*HMGCS1*), fatty acid binding proteins 3 and 4 (*FABP3*/*4*), stearoyl-CoA desaturase (*SCD*), and perilipin 2 (*PLIN2*) were upregulated in the SB-treated cells. In contrast, *FABP4* and *PLIN2* were downregulated in the GA-treated cells, while other genes remained unaffected (Figure 6D). The 5-beta-cholestane-3-alpha,7-alpha-diol-12-alpha-hydroxylase (*CYP8B1*) gene was not changed in the SB-treated cells but was downregulated in the GA-treated cells (Figure 6D).

## 4. Discussion

YAP1/TAZ has been revealed to regulate ovulation in bovines [15], be associated with pregnancy recognition and establishment in ewes [31], and be involved in embryonic development in cows [32]. These studies have opened the prelude to the study of YAP1/TAZ in ruminants. To date, their function in the gastrointestinal development of ruminants is still unclear. In the present study, we used a YAP1/TAZ activator and inhibitor to indirectly assess the potential impact of YAP1/TAZ on RE cell proliferation. Our results provide theoretical guidance on the potential for promoting rumen development through YAP1/TAZ activators.

In the present study, the upregulated GA-related genes and downregulated YAP1/TAZ target genes in RE cells treated with GA or VP, respectively, suggest conserved roles of GA and VP in different types of cells. These results also suggest the suitability of these two small molecules for studying the role of YAP1/TAZ in RE. The results of RE cell viability suggested that RE cell proliferation could be mediated by regulating YAP1/TAZ activation. When treated with the YAP1/TAZ activator, genes involved in Hippo, Wnt, and calcium signaling pathways were altered in RE cells. The Hippo cascade is a primary regulator of YAP1/TAZ in a variety of physiological processes [33]. Ca^2+^ has been identified as a potential second messenger closely associated with the regulation of YAP1/TAZ [34]. In metastatic melanoma cells, YAP1/TAZ activity could be increased by reducing Ca^2+^ influx [35]. In the present study, the decreased expression of *CACNA1G*/*H* and *ORAI2* in the RE cells could lead to a reduction in store-operated calcium entry [36,37], which may be further associated with YAP1/TAZ activation. On the other hand, upon YAP1/TAZ activation, genes within the Wnt signaling pathway were suppressed in the RE cells, which is similar to the changes in YAP1-dependent reprogramming of *LGR5*^+^ stem cells during intestinal regeneration and cancer [38]. Further investigation is needed to understand the interaction between calcium and YAP1/TAZ as well as the interaction between the Wnt signaling pathway and YAP1/TAZ during RE cell proliferation. In addition, YAP1/TAZ target genes, such as *CCN1*/*2* [39], *CCND1*/*2* [40,41], *MYC* [42], and *BIRC5* [43], are involved in promoting the proliferation of stratified squamous epithelial cells. Their increase might be responsible for the proliferation of RE cells induced by GA. When treated with the YAP1/TAZ inhibitor, the decrease in cell proliferation was accompanied by a decrease in gene expression of the YAP1/TAZ target gene *BIRC3*. *BIRC3* is a member of the inhibitor of apoptosis (IAP) family, which can promote cell proliferation during tumorigenesis [44]. Its expression has been reported to be upregulated in squamous cell cancers, such as esophagus cancer [45]. The decreased expression of *BIRC3* in the VP-treated cells suggests its role in regulating RE cell proliferation. These results suggest that YAP1/TAZ could be potential targets for regulating RE cell proliferation. Activating YAP1/TAZ promotes RE cell proliferation by increasing *CCN1*/*2*, *CCND1*/*2*, *MYC*, and *BIRC5*, while inhibiting YAP1/TAZ suppresses RE cell proliferation by decreasing *BIRC3*.

YAP1 is reported to play a critical role in regulating innate and adaptive immunity. For example, in the Kupffer cells, activation of YAP1 enhanced the production of proinflammatory cytokines and promoted the development of liver inflammation [46]. In endothelial cells, enhanced YAP1 expression could promote the expression of inflammatory genes in atherosclerotic plaques [47]. In the present study, we observed a negative relationship between the immune-related pathway “leukocyte transendothelial migration” and RE cell proliferation. Among the downregulated DEGs of GA that were enriched for this pathway, *PTK2B* was significantly upregulated in the inflamed mucosa of patients with ulcerative colitis [48]. The expression of *MMP9* in the intestinal epithelium was positively correlated with the level of proinflammatory cytokines [49]. A higher expression of *MMP9* was also observed in the inflamed RE of goats that was induced by a high-concentrate diet [50]. The increased expression of *MAPK11* was associated with the enhancement of liver inflammation [51]. The *CXCR4*–*CXCL12* axis has been linked to the recruitment of immune cells in colorectal cancer [52]. The expression of *NCF2* is increased in squamous cervical cancer. These genes show a positive relationship with inflammation. The decreased expression of these genes suggests a low risk of inflammation under GA treatment. Thus, activating YAP1/TAZ might be a feasible method for promoting RE proliferation with a low risk of inflammation. However, proper nutrient activators of YAP1/TAZ should be filtered, and an in vivo study is needed to confirm the effect and safety of the filtered nutrient.

It seems that SB cannot regulate YAP1/TAZ, as indicated by the differential gene expressions between GA- and SB-treated cells compared to Con, such as the YAP1/TAZ target genes as well as genes related to the Hippo, Wnt, and calcium signaling pathways; epithelial cell development, proliferation, differentiation, and apoptosis; and SCFA metabolism. Although both GA and SB promoted the proliferation of RE cells, the distinct changes in the expression of cell markers might suggest an increase in basal cells in the GA group but an increase in spinous and granular cells in the SB group. On the other hand, the *GJA1*, *GJB2*, and *S100A8* highly expressed cells were spinous cells involved in SCFA metabolism [29]. Their increases in SB-treated cells were consistent with the increases in genes related to SCFA metabolism. These changes were not observed in cells treated with GA. Thus, GA might enhance the proliferation of RE cells by increasing basal cells, while SB might enhance RE cell proliferation and SCFA metabolism by increasing spinous and granular cells. These changes in cell numbers for each cell type require further confirmation.

## 5. Conclusions

In summary, YAP1/TAZ could be potential targets for regulating RE cell proliferation, but not for SCFA metabolism. The Hippo, Wnt, and calcium signaling pathways were altered in cells upon the regulation of YAP1/TAZ. Upon YAP1/TAZ activation, *CCN1*/*2*, *CCND1*/*2*, *MYC*, and *BIRC5* were upregulated to promote RE cell proliferation. However, when YAP1/TAZ was inhibited, *BIRC3* was decreased to suppress RE cell proliferation. SB is not a YAP1/TAZ activator. YAP1/TAZ activation might enhance the proliferation of RE cells by increasing basal cells, while SB might enhance RE cell proliferation and SCFA metabolism by increasing spinous and granular cells. Thus, nutrients that regulate YAP1/TAZ need to be filtered for future use in animal feeding. These findings broaden our understanding of the role of YAP1/TAZ and their regulators in RE and offer a potential target for promoting rumen development. However, our present study failed to find a specific antibody for YAP1/TAZ to indicate the activation of YAP1/TAZ at the protein level. The direct evidence of YAP1/TAZ activation was not provided. We did not verify the interaction between YAP1/TAZ and other pathways, such as Wnt and calcium signaling pathways. Further study is needed to confirm the interactions and determine the significance of YAP1/TAZ in RE cell proliferation. Furthermore, the present study used cultured RE cells. Animal trials are needed to confirm the function of YAP1/TAZ in vivo.

## Figures and Tables

**Figure 1:**
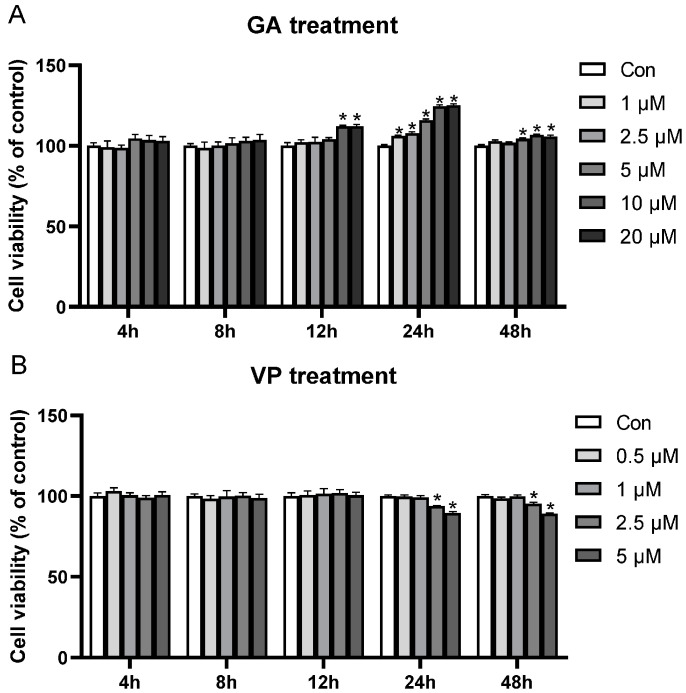
Optimal treatment conditions for GA-017 (GA) and verteporfin (VP) for regulating the viability of rumen epithelial (RE) cells. (**A**) The effect of different concentrations of GA (0, 1, 2.5, 5, 10, and 20 µM) on the viability of RE cells at different incubation times (4, 8, 12, 24, and 48 h). (**B**) The effect of different concentrations of VP (0, 0.5, 1, 2.5, and 5 µM) on the viability of RE cells at different incubation times (4, 8, 12, 24, and 48 h). * represents *p* < 0.05 when compared to control group.

**Figure 2:**
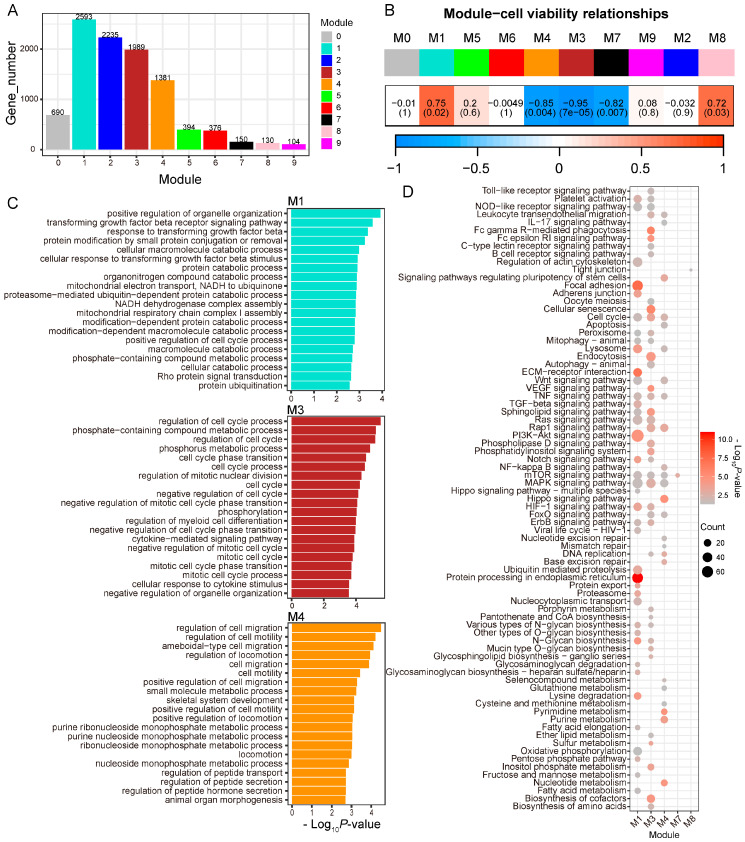
The relationship between gene co-expression networks and cell viability. (**A**) The number of genes in each module generated by WGCNA. (**B**) Pearson correlation between modules and cell viability. (**C**) Top 20 GO terms enriched by modules (M) 1, 3, and 4. (**D**) KEGG pathways enriched by M1, 3, 4, 7, and 8.

**Figure 3:**
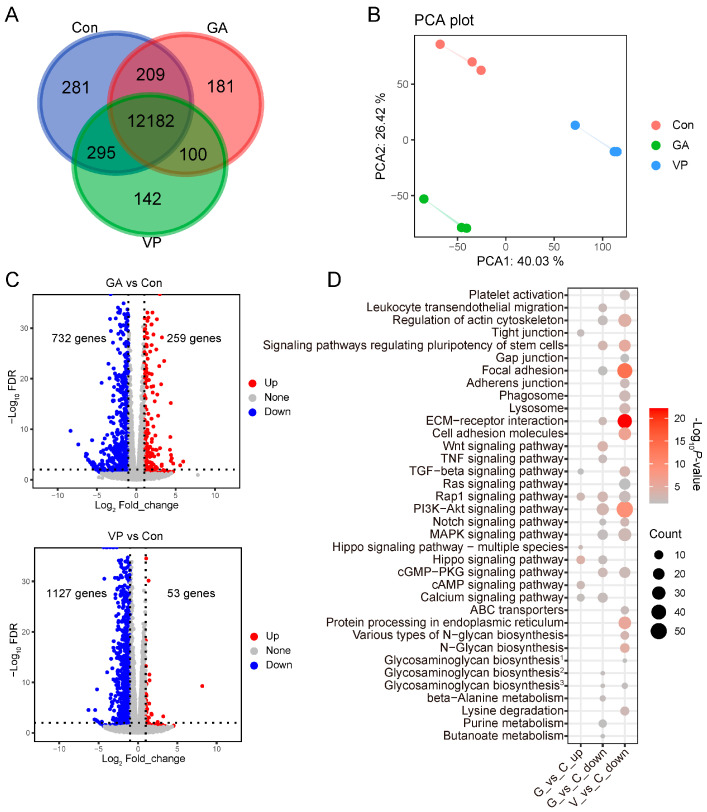
Transcriptomic expression changes in rumen epithelial cells treated with GA-017 (GA) and verteporfin (VP) compared to the control (Con) group. (**A**) Number of genes expressed in common among the GA, VP, and Con groups. (**B**) The difference in transcriptomic profiles among the GA, VP, and Con groups. (**C**) The differentially expressed genes (DEGs) in GA and VP groups when compared to Con. (**D**) KEGG pathways enriched by the DEGs in GA and VP groups. ^1^ Glycosaminoglycan biosynthesis: keratan sulfate. ^2^ Glycosaminoglycan biosynthesis: heparan sulfate/heparin. ^3^ Glycosaminoglycan biosynthesis: chondroitin sulfate/dermatan sulfate.

**Figure 4:**
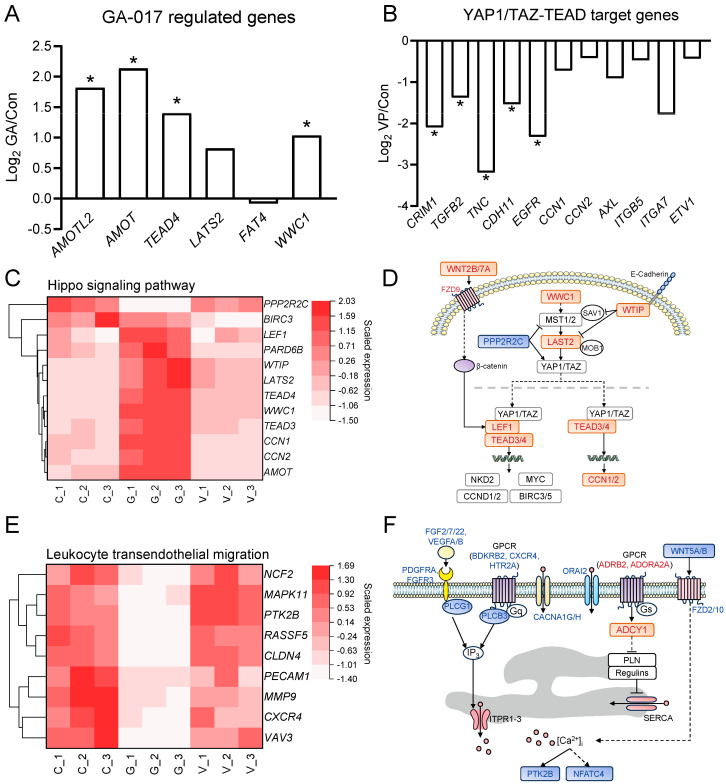
Changes in selected genes and pathways related to rumen epithelial cell viability in cells treated with GA-017 (GA) and verteporfin (VP). (**A**) Changes in GA-related genes in GA-treated cells. (**B**) Changes of YAP1/TAZ target genes in VP-treated cells. (**C**,**E**) The heatmap shows the mRNA expression of genes enriched for the Hippo signaling pathway (**C**) and leukocyte transendothelial migration (**E**). (**D**,**F**) Gene network of Hippo signaling pathway (**D**) and calcium signaling pathway (**F**). Gene names in red represent upregulated genes in the GA group, while those in blue represent downregulated genes in the GA group compared to the control group. * represents differentially expressed genes in GA or VP.

**Figure 5:**
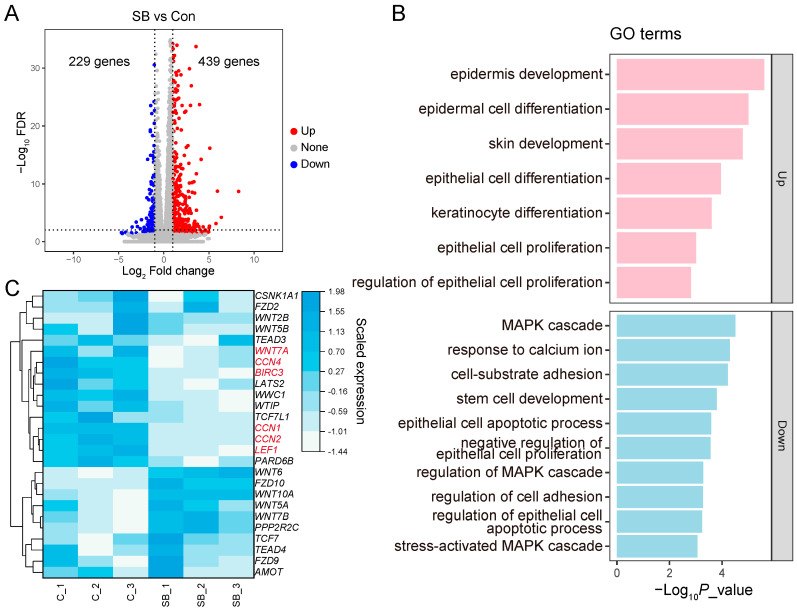
Transcriptomic expression changes in rumen epithelial cells treated with sodium butyrate (SB) compared to the control (Con) group. (**A**) The differentially expressed genes (DEGs) in the SB group compared to Con. (**B**) GO terms related to epithelial development enriched by the DEGs. (**C**) The mRNA expressions of genes involved in Hippo and Wnt signaling pathways. Gene names in red represent DEGs in the SB group compared to Con.

**Figure 6:**
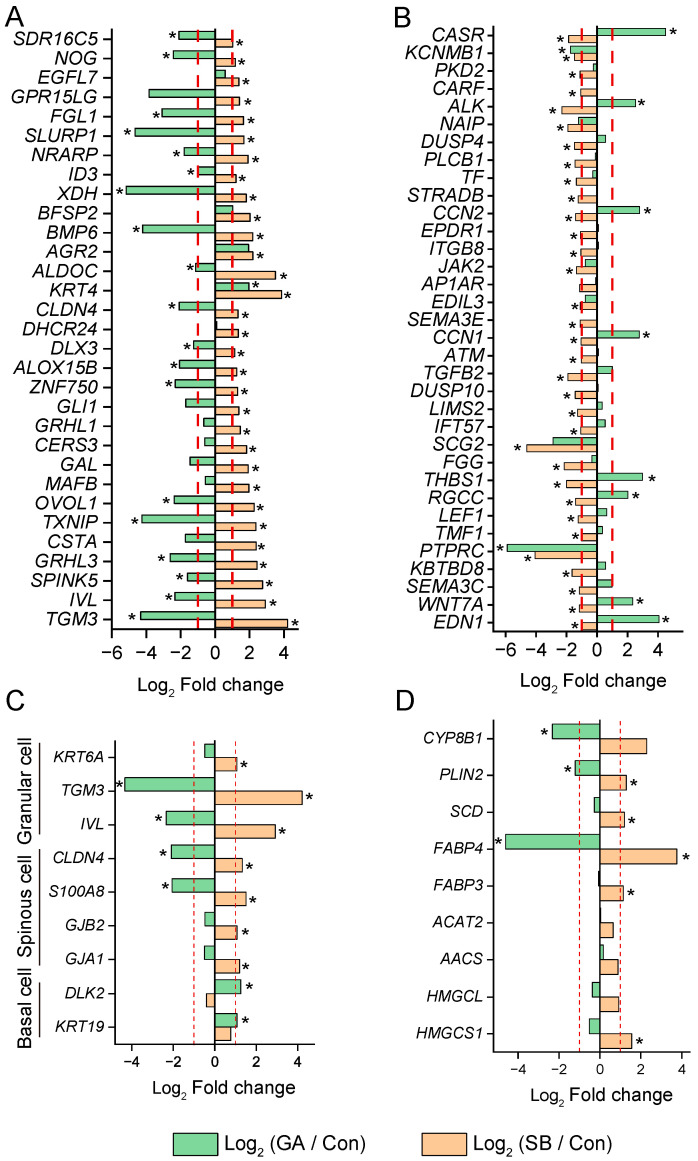
Divergence of gene expression in cells treated with GA-017 (GA) and sodium butyrate (SB). (**A**,**B**) Changes in genes involved in epithelial development in cells treated with GA and SB compared to the control (Con) group. (**C**) Changes of cell marker genes in cells treated with GA and SB compared to Con. (**D**) Changes in genes related to SCFA metabolism in cells treated with GA and SB compared to Con. * represents DEGs in GA and SB compared to Con. The red dash line indicates |Log_2_ Fold change| = 1.

## Data Availability

The RNA sequencing data have been uploaded to the Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/) with the access numbers GSE252747 and GSE252749.

## Supplementary Materials

The following supporting information can be downloaded at https://www.mdpi.com/article/10.3390/ani14060922/s1, Figure S1: Quantitative PCR (qPCR) verification of transcriptomic expression of YAP1-related genes; Figure S2: Changes in genes involved in selected pathways in cells treated with GA-017 (GA) and verteporfin (VP) compared to the control (Con) group; Figure S3: Effect of different concentrations of sodium butyrate (SB) (0, 0.25, 0.5, 1, 2.5, 5, 10, 25, and 50 µM) on the viability of rumen epithelial cells at different incubation times (4, 8, 12, 24, and 48 h); Figure S4: Function enrichment of differentially expressed genes (DEGs) in cells treated with sodium butyrate (SB) compared to the control group; Figure S5: Heatmap shows the mRNA expression of genes involved in the calcium signaling pathway in cells treated with sodium butyrate (SB) or not (Con); Table S1: Information on the primers used for gene expression validation; Table S2: Sequence quality of transcriptomic data generated from Experiments 1 and 2; Table S3: GO terms enriched by upregulated genes induced by GA-017 when compared to the Con group; Table S4: GO terms enriched by downregulated genes induced by GA-017 when compared to the Con group; Table S5: GO terms enriched by downregulated genes induced by verteporfin when compared to the Con group.

How the deposited data were processed for this re-analysis (not part of the article)

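Gene expression was measured by RNA-seq in RE cells of Experiment 1, with 3 wells each of Con, GA and VP. Experiment 2 (SB) was not analysed here. The authors filtered the reads with CASAVA, mapped them to the sheep genome Oar_rambouillet_v1.0 with HISAT2, and deposited raw counts per gene for each well, neither normalized nor pooled. The paper's text does not name the tool or the annotation used for counting. The table holds 25962 Ensembl gene identifiers and 9 libraries, and each library was assigned to its group and replicate number from its name. All columns of values were assigned.

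The files do not pair the identifiers with gene symbols. A RefSeq gene table of another assembly (ARS-UI_Ramb_v3.0) was at hand, but it lists no Ensembl identifiers of these genes and could not pair them, so 0 identifiers matched. For lack of a pairing, the genes that the paper names, the genes of Tables S3, S4 and S5 and any pathway or gene list were not analysed here, and FPKM, gene length and gene GC content were not used.

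From the counts, CPM were computed on the column totals. Genes with at least 1 CPM in all 3 libraries of at least one group (11403 genes) were called expressed and were the genes tested. Differential expression was tested with edgeR 4.0.16 (R 4.3.3) by the quasi-likelihood functions glmQLFit and glmQLFTest on TMM-normalized counts, for GA against Con and for VP against Con with only the 6 libraries compared, with Benjamini-Hochberg adjustment. DEGs had FDR < 0.05 and |log2 fold change| > 1. The standard error of a log2 fold change was computed as its size over the square root of the F statistic. The difference between GA and VP was tested in a fit of all 9 libraries. Principal components were computed on centred log2 CPM with a prior count of 2, and the share of variance between groups was tested over all 280 partitions. The study itself used DESeq2, which was run here as an alternative (version 1.42.0), as was limma-voom (limma 3.58.1).

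The pairing of wells comes only from the replicate numbers in the library names. The paper describes triplicate wells and gives no other pairing, so the fits were made without a block, and the replicate number was used as a block in an alternative fit. Other alternatives were other size factors, other filters on low counts, other thresholds, one fit of all libraries, and leaving out each library. After the values were seen, the GC percentage of the reads in Table S2 as a covariate, cyclic loess normalization, library sizes excluding the 10 most abundant genes, and no scaling beyond library size were added. Their effects are given in the closing section.

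The identifiers named in the text follow a rule set before the data were examined, which took the DEGs with the largest absolute log2 fold change among those whose treated and Con libraries did not overlap. The rule asked for 5 in each direction among genes with a symbol. As no symbol was at hand, that condition was dropped and the first in each direction of each comparison was taken. A fold change against a group with at most 3 counts in every library was computed against that floor and is a lower bound.

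Between 14458606 and 15814380 counts per library were available. A floor of 3 counts corresponds to 0.197 CPM, and this floor covers counting error only. The tests were tried on simulated counts of 11402 genes, of which 200 had been changed by 4-fold. The edgeR test recovered 200 of these in both comparisons, with 0 false calls at the DEG thresholds, while 10 unchanged genes in the GA and 13 in the VP comparison had FDR < 0.05. As many simulated genes rose as fell, and all genes had the same spread beyond sampling noise. The simulation thus held no changes near the fold change threshold and no imbalance of directions, so it cannot show how the test handles these.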

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

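The alternatives were set before the data were examined, except for the covariate of read GC content, cyclic loess, the library sizes excluding the 10 most abundant genes, no scaling beyond library size, and the fits without 1 library for the expressed genes, the principal components, the GA against VP difference, the shared DEGs and the correlation of effects. Over all settings other than leaving out a library, 75 of the 89 values recomputed for the main results stayed within 1.5 times their count or within the spread of the libraries. Numbers of genes and percentages of variance have no sign to reverse. Among these values only the correlation of GA and VP effects has a sign. It was 0.18, and it stayed positive at 0.14 with disjoint Con libraries and at 0.18 in genes with FDR < 0.05 in at least 1 comparison.

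The fold change threshold mattered most. At FDR < 0.05 alone, 1959 genes rose and 2195 fell in GA, and 2746 rose and 3318 fell in VP. Tested by glmTreat against a log2 fold change of 1, 81 genes rose and 269 fell in GA, and 4 rose and 471 fell in VP. The number of upregulated genes in VP, 37, is small and moved the most often. It was 58 without a filter on low counts, 22 at FDR < 0.01 and 160 after cyclic loess normalization, where 855 genes fell. The share of rising DEGs was 3.1% with TMM and 15.8% with cyclic loess in VP, and 26.3% and 33.8% in GA. Without scaling beyond library size it was 2.5% in VP and 24.6% in GA. The loess setting also changed the test to limma-trend, and downregulated genes outnumbered upregulated ones in VP in each of 4 equal groups of genes by expression. For the moved counts the cause was not tested.

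Across the 6 fits that each left out one library, the upregulated genes in VP numbered from 37 to 63 and the downregulated from 1052 to 1324. In GA they numbered from 212 to 248 and from 623 to 692. The GA against VP difference gave from 1658 to 1955 genes, and from 113 to 145 genes were downregulated in both treatments. From 5 to 19 genes were upregulated in both, against 7 with all libraries. There were 19 without well 1 of Con and 11 without well 1 of GA, so this number was not stable. From 53 to 117 genes passed the expression minimum only in VP, against 69 with all libraries. The genes ordered VP, Con, GA numbered from 582 to 818 rising and from 598 to 801 falling across 9 such fits. A gene ordered over 9 libraries stays ordered over 8 on the same scale. Apart from the TMM normalization, which was computed again, these numbers can only grow, and they show no stability.

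The replicate number as a block gave 226 and 641 DEGs in GA and 40 and 1201 in VP. The GA against VP difference gave 1767 genes with and without the block, of which 1747 were the same. With DESeq2, 227 genes rose and 631 fell in GA, and 41 rose and 1089 fell in VP. With read GC content as a covariate in the fits of 2 groups, 226 and 659 genes were DEGs in GA, of which 213 and 616 were also DEGs without it, and 37 and 801 were DEGs in VP, of which 7 and 681 were. The 37 upregulated genes of VP were thus mostly different genes in the 2 fits.

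The first principal component held 71.6% of the variance with variance-stabilized values of the 500 most variable genes and 44.3% with each gene scaled to unit variance, against 54.8%. The cause was not tested. The correlation of GA and VP effects across genes was 0.18 and had a median of 0.14 with disjoint Con libraries. Among 78 other values, 2 changed, 1 moved and 1 weaker. The first is the number of genes upregulated in both treatments (7, and 4 with DESeq2). The 78 values do not include the fits without 1 library, where this number ranged from 5 to 19. The second is ENSOARG00020019093, whose log2 fold change in VP was -1.80 (FDR = 0.137 by edgeR) with read GC content as a covariate over all 9 libraries, while its FDR over 14 alternatives ranged from 3.2e-130 to 0.137.

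Not run were the FPKM filter of the study and the offsets for gene length and gene GC content, with and without the block, since no gene lengths were used. The overlap with Tables S3, S4 and S5 and the gene lists with camera and fry were not run either, because no gene symbols were paired with the identifiers. At this depth, 3 counts are 0.197 CPM, and levels below that floor have no order.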

Differences from the paper's values

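The number of genes that passed the expression minimum only in VP was 69. The paper's value is about 140 in Fig. 3A, read by eye. With 1 library left out in turn, the number ranged from 53 to 117. It was 112 without well 1 of VP and 117 without well 2 of VP, so it depends on single libraries. At 0.5 CPM in place of 1 CPM the number was 94, which lies within 1.5 times the paper's value, while at 2 CPM (76) and on TMM effective library sizes (79) it did not. At 0.5 CPM, however, the number of genes that passed only in Con was 165, where the paper's value is about 280 in Fig. 3A, read by eye, and this pair differed by more than 1.5 times, while at 1 CPM (192) it did not. The number of genes that passed only in GA and VP was 43, where the paper's value is about 100 in Fig. 3A, read by eye. It was 56 at 0.5 CPM, 35 at 2 CPM and 49 on TMM effective library sizes. None of the alternatives set before the data were examined closed the gap. With 1 library left out in turn, it ranged from 27 to 55. The study set its minimum on FPKM, which was not computed here.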

Other observations

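The tests of library scaling, of read GC content and of the wells that deviate together were chosen only after the result was seen. So were those of the genes counted in some wells only and of the correlation between GA and VP effects. The correlation with different Con libraries was itself among the alternatives set before the data were examined.

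The 3 comparisons were set against other splits of their 6 libraries into 3 and 3. For GA against Con the real split gave 879 DEGs and was the only 1 of 10 with so many, for VP against Con it gave 1209 and was again 1 of 10, and for GA against VP it gave 1778 and was 1 of 10. The fit of GA against VP used these 6 libraries only. In each comparison, 4 of the 10 splits part all same-numbered wells, the real one included, and the other 6 leave 2 numbers together. All 9 other splits, of both kinds, gave 0 genes at FDR < 0.05. At an unadjusted p under 0.05 they gave from 32 to 791 genes for GA against Con, from 26 to 480 for VP against Con and from 22 to 239 for GA against VP. With 10 splits the share cannot fall below 0.1, so this test could not have excluded a grouping by chance. The partition of all 9 libraries, which could, gave 1 of 280 for the real groups (exact permutation p = 0.0036). For the genes ordered VP, Con, GA, 2 of 1680 assignments of the libraries to 3 ordered groups, the real one and its reverse, gave at least 545 genes. The highest number in an assignment that mixes groups was 353.

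VP DEGs fell far more often than they rose, which the paper shows but does not discuss. The share of rising DEGs was at most 4% under 3 other scalings, but these moved the fold changes by at most 0.048 on the log2 scale, too little to decide. With all VP fold changes raised in steps of 0.05, the share first passed 25% at a shift of 0.35. At that shift 336 genes rose and 647 still fell. Raising every fold change raises the share whatever the cause, so these steps cannot show whether a scaling error made the imbalance. The counts alone do not exclude a change in the total RNA of the cells. The most abundant genes took more of the counts in VP, but excluding the 10 most abundant from the library sizes moved the scale by 0.017 and left the share at 2.7%. Removing the trend over the level of expression raised it to 15.8%, below the 25% set for calling the trend the cause, and this setting also changed the test to limma-trend. In the 2851 genes with the highest expression, where the median log2 fold change was 0.17, 3 VP DEGs rose and 154 fell, so the imbalance was also present where the trend runs the other way. With read GC content as a covariate, 4.4% of the VP DEGs rose in the fit of 2 groups and 3.3% in the fit of all 9 libraries, against 3.1% without it, so the share hardly changed. In the fit of 2 groups, 681 of the 1172 downregulated DEGs (58.1%) were called again, but only 7 of the 37 upregulated ones. Read GC content was to be called the cause only if fewer downregulated DEGs were kept than lost. The 58.1% kept lay above this limit but close to it, which does not exclude a contribution of read GC content. However, read GC content is itself higher in VP than in Con, so the covariate and the treatment cannot be fully told apart. As a hypothesis, part of the imbalance may be an effect of VP, but gene length and contamination were not tested, and the pattern cannot be told apart from them or from a scaling error.

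The wells show a shared deviation that does not follow the groups. Well 3 of Con, well 1 of GA and well 3 of VP (Con 3, GA 1 and VP 3) deviated from their group means in the same genes, with correlations across genes of 0.31 (Con 3 and GA 1), 0.37 (Con 3 and VP 3) and 0.26 (GA 1 and VP 3), and their mean of 0.31 was the highest among the 27 choices of one well per group. The next highest mean was 0.17. These 3 wells have the lowest read GC content of their groups in the paper's Table S2 (53.83%, 53.83% and 55.02%). Shared replicate numbers gave a mean correlation of 0.003 over all pairs of groups, made up of means of -0.13 for Con and GA, 0.21 for Con and VP and -0.07 for GA and VP. All 3 same-numbered pairs of Con and VP correlated positively (0.16, 0.11 and 0.37), and the highest is Con 3 and VP 3 itself, so the numbers do not account for the part of GA 1, while for Con 3 and VP 3 they cannot be told apart from it. Read GC content, or a difference in handling that also shifts it, is a candidate explanation. No biological explanation was tested. The effect of VP against Con also ran along this axis. Across 11403 genes it correlated at -0.35 (Pearson; Spearman -0.44) with the deviation of GA 1 from GA 2 and GA 3, wells that share no library with it, and at 0.03 with the difference between GA 2 and GA 3. Genes are not independent replicates. The VP group has the highest mean read GC content (55.5%, against 54.4% in Con and 54.7% in GA), although VP 3 at 55.02% lies below GA 2 and GA 3, so part of the VP effect cannot be told apart from read GC content. The effect of GA correlated at -0.03 with the deviation of VP 3.

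In 33 genes, a well had 0 counts while another well of the same group had at least 20. They were found in Con (14 genes), GA (18) and VP (10), and the highest such count was 1911, for ENSOARG00020019093 in GA 1. If wells held different cells, most of these genes would share one pattern of wells with and without counts. There were 30 patterns, and the commonest was found in 3 genes, but a 0 in any other library splits a shared difference into separate patterns, so this test does not rule out wells with different cells. Within groups, GA 1 was the well that differed from the other 2 in 12 of the 18 GA genes, a count made after the values were seen. In VP it was VP 1 in 6 of 10 genes and VP 3 in 1, and in Con the most frequent was Con 2 in 6 of 14, so of the 3 wells that deviate together only GA 1 was the most frequent in its group. Of the 33, 9 were tested, 2 were DEGs in GA and 3 were DEGs in VP. How the counting assigned reads of overlapping or near-identical genes was not tested.

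An activator and an inhibitor would be expected to move genes in opposite directions. Across genes the effects of GA and VP correlated at 0.18 (Pearson; Spearman 0.26), and the Con libraries are shared. With different Con libraries for each effect, the median over 6 choices was 0.14, from 0.08 to 0.23, so the 2 effects did not run opposite to each other over the transcriptome as a whole. Opposite effects were present in part of it, since 1103 genes had all GA and all VP libraries on opposite sides of all Con libraries. The 660 genes with GA in the middle and the 486 with VP in the middle had both treatments on the same side of Con. Con was thus the most frequent middle group, although genes with the treatments on opposite sides were not the majority of the genes ordered by group. Genes with both treatments on the same side counted only where GA and VP libraries did not overlap. These numbers therefore do not show which kind prevailed. The first principal component (54.8% of the variance) placed Con between GA and VP, while the second (27.3%) set Con apart from both. What GA and VP shared against Con cannot be told apart from an effect of DMSO, in which both were diluted. The treatments did differ directly, with 1767 genes passing the DEG thresholds between GA and VP in a fit of all 9 libraries, 1174 higher and 593 lower in GA. Of the 718 genes that were DEGs only in GA, 532 passed the DEG thresholds for the difference between the treatments and 655 had FDR < 0.05 for it, as did 960 of the 1048 that were DEGs only in VP. Of all 11403 genes tested, 6229 had FDR < 0.05 for this difference.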
